# Transcriptomic Analysis of Octanoic Acid Response in *Drosophila sechellia* Using RNA-Sequencing

**DOI:** 10.1534/g3.117.300297

**Published:** 2017-10-11

**Authors:** Stephen M. Lanno, Sara M. Gregory, Serena J. Shimshak, Maximilian K. Alverson, Kenneth Chiu, Arden L. Feil, Morgan G. Findley, Taylor E. Forman, Julia T. Gordon, Josephine Ho, Joanna L. Krupp, Ivy Lam, Josh Lane, Samuel C. Linde, Ashley E. Morse, Serena Rusk, Robie Ryan, Avva Saniee, Ruchi B. Sheth, Jennifer J. Siranosian, Lalitpatr Sirichantaropart, Sonya R. Sternlieb, Christina M. Zaccardi, Joseph D. Coolon

**Keywords:** host specialization, octanoic acid, toxin resistance, gene expression, RNA-seq

## Abstract

The dietary specialist fruit fly *Drosophila sechellia* has evolved to specialize on the toxic fruit of its host plant *Morinda citrifolia*. Toxicity of *Morinda* fruit is primarily due to high levels of octanoic acid (OA). Using RNA interference (RNAi), prior work found that knockdown of *Osiris* family genes *Osiris 6* (*Osi6*), *Osi7*, and *Osi8* led to increased susceptibility to OA in adult *D. melanogaster* flies, likely representing genes underlying a Quantitative Trait Locus (QTL) for OA resistance in *D. sechellia*. While genes in this major effect locus are beginning to be revealed, prior work has shown at least five regions of the genome contribute to OA resistance. Here, we identify new candidate OA resistance genes by performing differential gene expression analysis using RNA-sequencing (RNA-seq) on control and OA-exposed *D. sechellia* flies. We found 104 significantly differentially expressed genes with annotated orthologs in *D. melanogaster*, including six *Osiris* gene family members, consistent with previous functional studies and gene expression analyses. Gene ontology (GO) term enrichment showed significant enrichment for cuticle development in upregulated genes and significant enrichment of immune and defense responses in downregulated genes, suggesting important aspects of the physiology of *D. sechellia* that may play a role in OA resistance. In addition, we identified five candidate OA resistance genes that potentially underlie QTL peaks outside of the major effect region, representing promising new candidate genes for future functional studies.

Most species of insects are plant feeding and have specialized to eat a small number of closely related species (Eastop 1973; Price *et al.* 1980; Mitchell 1981; Ehrlich and Murphy 1988; Jolivet 1992; Bernays and Chapman 1994). This leads to an arms race as plants make chemicals to deter herbivory and insects evolve behavioral, morphological, and physiological adaptations to facilitate resistance to their novel hosts (Jaenike 1987; Via 1990; Futuyma 1991). Ecological adaptation of insects to new host plants is well-documented, but the underlying genetic mechanisms governing these adaptations are much less understood. The Seychelles islands endemic fruit fly species *Drosophila sechellia* is an excellent model system for exploring the genetic basis of such ecological specialization. Host specialization in *D. sechellia* is intriguing, as the evolution of several recently acquired adaptive traits has allowed this species to feed solely on a host plant that is toxic to other Drosophilids: *Morinda citrifolia* (Louis and David 1986; R’Kha *et al.* 1991; Legal *et al.* 1992; Matute and Ayroles 2014). The ripe fruit of *M. citrifolia* contains high levels of octanoic acid (OA), a medium chain fatty acid that *D. sechellia* has evolved resistance to and preference for, and is largely responsible for the fruit’s toxicity (Legal *et al.* 1994; Farine *et al.* 1996; Amlou *et al.* 1997). Species in the *D. melanogaster* supercomplex are well positioned for examining the genetics of host specialization as this clade contains OA-susceptible generalist species *D. melanogaster*, *D. simulans*, and *D. mauritiana*, and the single derived resistant specialist species nested within this group, *D. sechellia*. This relationship allows for the analysis of gene expression and coding sequence divergence among members of this clade, as well as functional gene testing using the numerous genetic and genomic tools available in the model organism *D. melanogaster*.

Relatively few studies have focused on identifying the genetic factors that confer resistance to specific toxic compounds in host specialist insect species. While the genetics of OA resistance in *D. sechellia* is one of the best researched case studies, the specific genes involved in OA resistance are just beginning to be revealed. Using genetic markers, initial mapping data of OA resistance factors were determined in *D. sechellia* adults (Jones 1998) and later in *D. sechellia* larvae (Jones 2001). In adults, at least five loci were found to be involved in *D. sechellia* OA resistance. Two factors on the X chromosome, one factor of weak effect on chromosome 2, and two resistance factors on the third chromosome, with a region of major effect on chromosome 3R that explains ∼15% of the variation in OA resistance between *D. sechellia* and susceptible sister species *D. simulans*, while representing only 2–3% of the *D. sechellia* genome (Jones 1998, 2005). While mapping data of *D. sechellia* larval OA resistance regions has been greatly improved in the last few years due to the use of hundreds of thousands of genetic markers (Huang and Erezyilmaz 2015), adult resistance regions primarily involve QTL analyses with C.I.s that are too large to yield specific candidate genes. However, the region of greatest effect on adult OA resistance on chromosome 3R has been fine-mapped (Hungate *et al.* 2013).

Fine-mapping narrowed the largest effect resistance region to a ∼170 kb window containing 18 genes, including several odorant binding proteins (*Obps*) and nine members of the *Osiris* gene family (Hungate *et al.* 2013). These 18 genes were functionally tested using RNAi in *D. melanogaster* adults to identify candidate OA resistance genes (Andrade López *et al.* 2017). Three genes in the *Osiris* family, *Osiris 6* (*Osi6*), *Osi7*, and *Osi8*, were found to significantly decrease OA resistance when their expression was ubiquitously knocked down. Corresponding gene expression analyses revealed that *Osi6* and *Osi7* were expressed significantly higher in *D. sechellia* than *D. simulans*, matching the RNAi result in *D. melanogaster*, suggesting these genes may play an important role in *D. sechellia* OA resistance. *Osiris 8* did not show differential expression between these species. However, two protein-coding sequence changes observed in the *D. sechellia* allele of *Osi8* suggests altered protein function may be involved in *Osi8*-mediated OA resistance (Andrade López *et al.* 2017; S.M. Lanno, unpublished results). Yassin *et al.* (2016) found further support for *Osiris* gene involvement in OA resistance and showed that the *Osiris* gene cluster was among the strongest differentiation peaks in a population genomics scan between an island specialist population of *D. yakuba*, which recently specialized on *M. citrifolia*, and a mainland generalist population of the same species.

To begin to identify the specific gene(s) underlying OA resistance in *D. sechellia*, we used genome-wide gene expression profiling in response to OA exposure, because prior work has shown that genes identified as differentially expressed between environments contribute to fitness differences between those environments (Coolon *et al.* 2009). Therefore, identification of patterns in gene expression plasticity in response to OA is important the determination of the mechanism of toxin resistance critical to host specialization. In this study, we reared adult female *D. sechellia* flies on control food and food containing 0.7% OA, and identified genes that are differentially expressed as a result of exposure to OA that fall into QTL mapped regions, providing a set of excellent candidates for future functional investigation.

## Materials and Methods

### Fly strain and maintenance

*D. sechellia* (14021-0428.25) flies were reared on cornmeal medium using a 16:8 light:dark cycle at 20°. Adult females that were 0–3 d old were collected and exposed to either control food (Carolina Biological Supply Company), or food containing 0.7% OA (Sigma) for an exposure period of 24 hr (Figure 1A). Following the exposure period, flies were snap-frozen in liquid nitrogen and stored at −80° until RNA extraction. We used 0.7% OA mixed into food for exposure of the *D. sechellia* adult flies because this concentration of OA mimics the high end of the natural concentration of OA in fresh *Morinda* fruit, as evidenced by studies of behavioral response to OA as compared to fresh *Morinda* fruit (Amlou *et al.* 1998), chemical analyses of fresh *Morinda* fruit (Farine *et al.* 1996), and the fact that 0.7% OA in the food did not elicit any mortality in adult *D. sechellia*.

**Figure 1:**
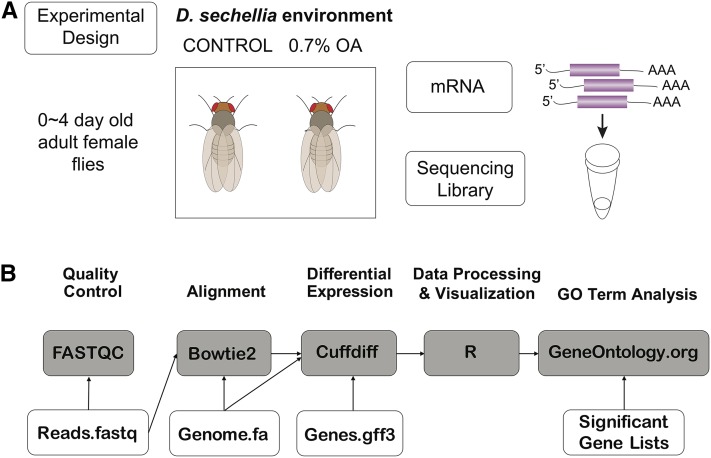
Experimental design and RNA-sequencing (RNA-seq) pipeline. (A) *D. sechellia* flies were reared on cornmeal medium. Adult female flies, 0–4 d old, were exposed to either control food or food containing 0.7% octanoic acid (OA). Total RNA was extracted from replicates of 10 whole adult female flies. (B) RNA-seq pipeline performed in Galaxy. Read quality was checked using FASTQC and aligned to the *D. sechellia* genome using Bowtie2. Differential gene expression statistical analysis was performed with Cuffdiff. All subsequent processing and visualization was performed in R and gene ontology (GO) term enrichment was performed using the Gene Ontology Consortium.

### RNA extraction, library prep, and RNA-seq

RNA was extracted from a homogenate of 10 whole adult flies using the Promega SV total RNA extraction system with modified protocol (Promega; Coolon *et al.* 2013). Three replicates were analyzed for each exposure environment (control or 0.7% OA). A total of six RNA-seq samples were prepared by poly(A) selection. RNA quality control was performed by gel electrophoresis and NanoDrop to confirm successful RNA extraction, quantify concentration, and check for sample degradation. RNA samples were sent to the University of Michigan Medical School DNA Sequencing Core, where bar-coded library preparation was done using TruSeq library preparation kits and uniform library abundance in a pool of 21 samples was confirmed with qPCR. Then, the pooled barcoded samples were sequenced in one lane using an Illumina HiSeq-4000 generating single-end 50 nt sequence reads.

### RNA-seq analysis and pipeline

The bioinformatics analysis reported in this manuscript was performed by a group of 20 undergraduate students and three Master’s students as part of a course at Wesleyan University called Genomics Analysis (BIOL310). After obtaining sequence read files, an RNA-seq pipeline was performed in Galaxy (Afgan *et al.* 2016) (Figure 1B). Raw sequencing reads were checked for quality using FASTQC (Andrews 2010) and overrepresented sequences were analyzed using NCBI BLAST (Altschul *et al.* 1990). Reads were mapped to the *D. sechellia* genome using Bowtie2 with default parameters (Langmead and Salzberg 2012) and the current genome file available at the time analysis from Ensembl: Drosophila_sechellia.GCA_000005215.1.dna.toplevel.fa (Yates *et al.* 2016). Gene expression quantification and differential expression analysis was performed with Cuffdiff (Trapnell *et al.* 2010, 2013) using the previously mentioned genome file and the current gene file available from Ensembl: Drosophila_sechellia.GCA_000005215.1.34.gff3 (Yates *et al.* 2016). In Cuffdiff, geometric normalization and length correction was used and bias correction was performed using the reference genome sequence. Data processing and visualization was performed in R (R Core Development Team 2010). *D. melanogaster* gene name orthologs were downloaded from FlyBase (Attrill *et al.* 2016) for all *D. sechellia* genes for use in GO term enrichment analysis. GO term enrichment analysis and visualization was performed on all significantly differentially expressed genes using the Gene Ontology Consortium online tool (The Gene Ontology Consortium 2000, The Gene Ontology Consortium 2015, www.geneontology.org).

### OA resistance assay

Adult female *D. simulans* flies that were 0–4 d old (14021-0251.195) were collected from bottles containing cornmeal medium. Six replicates of 10 female adult flies were placed into vials containing 0.75 g *Drosophila* medium (Carolina Biological Supply Company Formula 4–24), 2.5 ml H_2_O, and 22.75 µl 99% OA (AC129390010; Fisher Scientific) (0.7% OA by weight). The number of flies “knocked down” was determined every 5 min for a period of 60 min. A fly was counted as knocked down when the individual was not able to walk or fly [as described in Andrade López *et al.* (2017)].

### Data accessibility

The sequencing data from this study have been submitted to the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo), accession number: GSE104422.

## Results

### RNA-seq

To investigate the transcriptional response of *D. sechellia* to OA exposure, we measured genome-wide gene expression with RNA-seq. This produced an average of 20,420,699 reads across six sequencing libraries, ranging from ∼17.7 to 26.6 million reads per sample (Table 1). 

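Poly(A) RNA was sequenced from 6 libraries of adult female *D. sechellia*, 3 from control food and 3 from food with 0.7% OA, each library made from 10 flies after 24 hr of exposure. The age of the flies is given as 0 to 3 d in the Methods, 0 to 4 d in Figure 1 and 1 to 4 d in the sample labels. By the paper's Table 1, the control libraries had 18496450, 19440620 and 17123579 mapped reads and the OA libraries had 18355454, 24940753 and 16851323. The authors aligned the reads with Bowtie2 to the Ensembl assembly of *D. sechellia* and ran Cuffdiff on annotation release 34 with geometric normalization, length correction and bias correction. Their deposited table lists 17275 genes with 1 FPKM value per group, a p-value and a q-value, so the spread between the 3 libraries of a group is contained in the p-value only and no SD is given here. Cuffdiff tested 11753 of these genes and left 5522 untested. Its p-values stop at 5e-05, which 159 genes share, so the strongest calls cannot be ranked by p. From this table the p-values of the tested genes were adjusted again by the Benjamini-Hochberg method, and changes were taken as log2 of OA FPKM + 1 over control FPKM + 1, which understates the change of low genes. An FPKM of 0 can be a failed estimate as well as an absence of reads, so such genes are described as listed at 0 and given no fold.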

One-hundred thirty-two unique genes showed significant differential expression (FDR < 0.05) between the control and OA-exposed treatment groups, 104 of which have annotated orthologs in *D. melanogaster* and were used for the remainder of the analysis in this study (Supplemental Material, Table S1 in File S1). 

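Of the tested genes, 219 entries had a q-value under 0.05 after the adjustment of the p-values in the authors' deposited table, and 971 had an unadjusted p under 0.05. The entries past the threshold carry 131 different gene names, because structural RNAs occur in many copies under 1 name. Protein-coding genes account for 114 of the entries and 113 of the names. With only symbols starting GM counted, the alternative that moved the number most, 107 genes remained. Under the Benjamini-Yekutieli adjustment, 159 entries passed.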

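Structural RNAs made up the rest of the differentially expressed entries, and each of these entries was lower in OA. The file lists 82 of them under the family name RF00002, 6 under RF00001 and 2 under RF00017, together with 6 18S rRNA, 5 snRNA and 4 snoRNA genes. The summed group values of the authors for the 6 18S rRNA genes fell from 35780 FPKM in control to 3748 FPKM in OA, and those of the 103 RF00002 copies fell from 110300 to 5647 FPKM. Copies of 1 structural RNA share reads, so their values are uncertain one by one and the calls are not independent of each other. Among entries with a mean FPKM of at least 1, the median log2 change was -3.26 for 18S rRNA, -4.39 for RF00002, -2.33 for snRNA and -1.45 for snoRNA. The summed group value for snoRNA went from 76940 to 71900 FPKM, a far smaller change than this median, and 7 of the 128 tested snoRNA genes had an unadjusted p under 0.05. The sums rose from 153 to 1047 FPKM for tRNA and from 430.3 to 713 FPKM for miRNA. Only 1 tRNA and 5 miRNA genes were tested, and 0 had an unadjusted p under 0.05. The median over 11768 protein-coding genes was 0.06.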

The 28 genes lost in this conversion include three 5S rRNA (RF) genes, four snoRNAs, five snRNAs, six 18S rRNAs, and 10 genes that have no annotated ortholog in *D. melanogaster* (full descriptions of these genes are in Table S2 in File S1). Of the 104 significantly differentially expressed genes (Figure 2), significantly more were downregulated (64/104) than were upregulated (40/104) in response to OA (Binomial Exact Test, *P* = 0.024). 

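Over all entries with a q-value under 0.05, 49 were higher and 170 were lower in OA (exact binomial test, two-sided, p = 7.79e-17). Among genes with symbols starting GM, 49 were higher and 58 lower (exact binomial test, two-sided, p = 0.439), and against the 42.8% of tested genes that fell in place of an even split the p was 0.019 (exact binomial test, two-sided). With the 7 protein-coding entries that carry other names included, a set chosen after the values were seen and used from here on, 49 were higher and 65 lower (exact binomial test, two-sided, p = 0.16). Of these protein-coding genes, 36 were listed at 0 in control and 10 at 0 in OA, and a listed 0 fixes the direction. The other 68 had FPKM above 0 in both groups, and 13 of them were higher and 55 lower in OA. Genes listed at 0 in control made up 73.5% of the upregulated genes (Wilson 95% interval over genes, 59.7% to 83.8%). Protein-coding genes past the threshold were ranked by log2 change with the pseudocount of 1, which sets the change of genes listed at 0. The largest rise was that of GM21372, on scaffold 1 from 5807779 to 5808015, listed at 0 in control and at 53.7 FPKM in OA. The largest falls on this scale were those of GM18851 and GM18840 on scaffold 3, at 62.5 and 40.3 FPKM in control. Both were listed at 0 in OA. In FPKM itself other genes fell further, among them *CecA1*, from 872 to 80.3.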

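The paper's Table 2 pairs 6 *Osiris* genes with entries of the file, and all 6 lie on scaffold 6 of the assembly. The authors' group value was listed at 0 in control for each of them. In OA it was 3.03 FPKM for *Osi6* (GM10867, 2147524 to 2148987), 2.28 FPKM for *Osi9* (GM10870), 9.91 FPKM for *Osi15* (GM10877), 3.00 FPKM for *Osi18* (GM10882), 5.02 FPKM for *Osi19* (GM10883) and 9.19 FPKM for *Osi20* (GM10884, 2250790 to 2251698). Each has q = 0.0037 in the authors' deposited table, the lowest q it holds, which 159 genes share. Of 55 tested protein-coding genes listed at 0 in control, 36 were called. With OA values in the same range, 3 of 215 genes above 0 in control that rose by at least 2-fold were called. Whether the listed 0 itself lets such genes be called stays open, so this q alone is no measure of a strong induction. From *Osi6* to *Osi20* the file lists 19 genes, of which Cuffdiff tested 7. The tested gene that was not called lies from 2211239 to 2212628 and went from 0.433 to 2.86 FPKM. Of the 13 genes that were not called, 6 were higher in OA, 1 was lower and 6 were listed at 0 in both groups. *TwdlY* (GM13463, scaffold 17, 452971 to 453714) was listed at 0 in control and at 3.27 FPKM in OA, also with q = 0.0037 in the authors' deposited table. The files do not pair the other *Tweedle* names with entries.

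**Figure D1:**
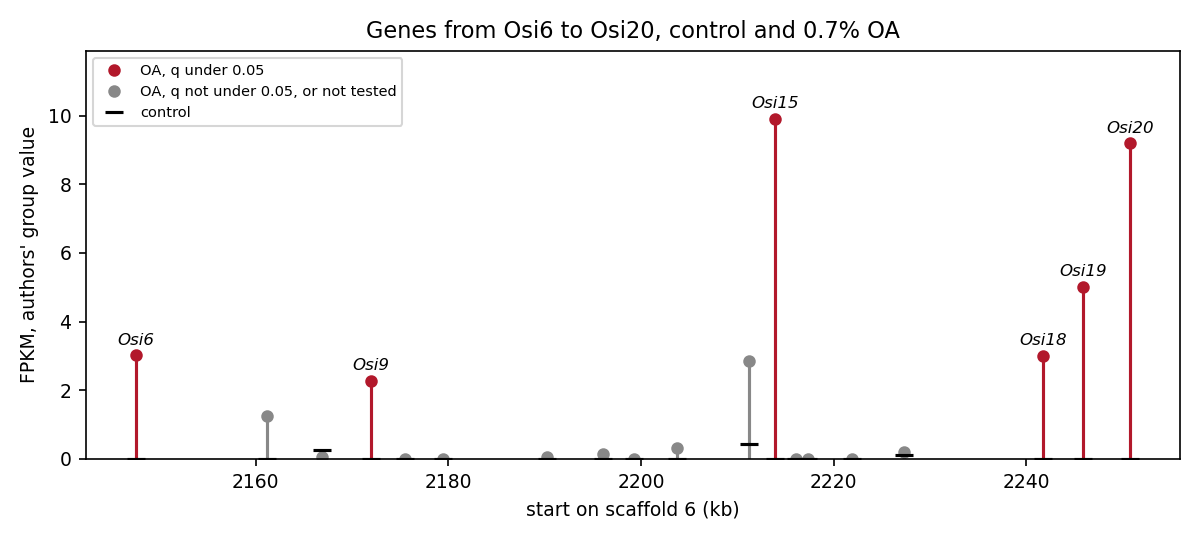
FPKM (vertical axis, the authors' group values) of the 19 genes from *Osi6* to *Osi20* by start position on scaffold 6 in kb. Red points are OA values of the 6 genes with a q-value under 0.05, gray points OA values of the other 13 genes and black dashes control values; the highest gray point is at 2.86 FPKM.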

Significantly upregulated genes included six members of the *Osiris* gene family, *Osi6*, *Osi9*, *Osi15*, *Osi18*, *Osi19*, and *Osi20* (Table 2), and five members of the *Tweedle* gene family, *TwdlG*, *TwdlL*, *TwdlM*, *TwdlV*, and *TwdlY*. Significantly downregulated genes included genes related to immune and defense responses, and chorion proteins, such as *AttA*, *AttC*, *Cp16*, *Cp18*, *Cp19*, *Def*, *edin*, *IM2*, *IM18*, *IM23*, *Peritrophin-15a*, and *term*.

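Few of these names are paired with entries of the file, so the values below are those of other genes that the file itself names. Not all of them, *Mal-A7* and *Sry-alpha* among these, are related to the genes the paper lists. Cecropins are antimicrobial peptides. *CecA1* (scaffold 4, 4888667 to 4888916) fell from 872 to 80.3 FPKM and passed the threshold, and *CecB* fell from 22.8 FPKM to a listed 0, with q = 0.024 in the authors' deposited table. Turandot genes encode secreted stress proteins. The 2 near-identical entries of *TotA1* on scaffold 27 fell from 702 to 331 and from 696 to 336 FPKM, and *TotC* fell from 190 to 63.1 FPKM. Reads could be split between members of these families, so the value of each single member is uncertain. *Mal-A7*, a maltase, fell from 116 to 66.3 FPKM and *Sry-alpha* from 21.6 to 1.80 FPKM. *Vm32E*, a vitelline membrane gene of the eggshell, went from 984 to 718 FPKM and was not called (p = 0.051 in the authors' deposited table).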

**Table 1:** Total number of mapped reads for each sequencing library

Sample	# Reads	# Mapped Reads	% Mapped
Control Rep 1 (76332)	19,222,060	18,496,450	96.23
Control Rep 2 (76333)	20,704,811	19,440,620	93.89
Control Rep 3 (76334)	17,696,868	17,123,579	96.76
0.7% OA Rep 1 (76335)	20,398,289	18,355,454	89.99
0.7% OA Rep 2 (76336)	26,635,410	24,940,753	93.64
0.7% OA Rep 3 (76337)	17,866,761	16,851,323	94.32

Rep, replicate; OA, octanoic acid.

**Figure 2:**
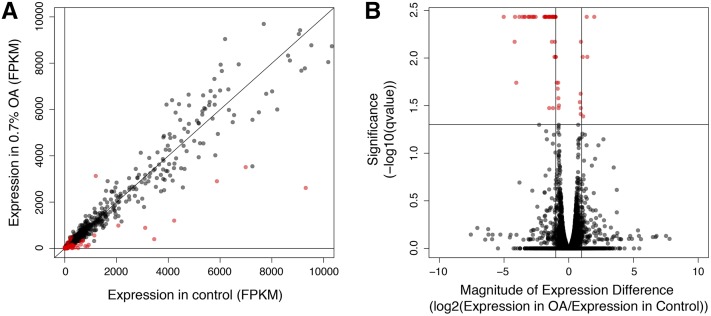
RNA-sequencing analysis of *D. sechellia* gene expression response to 0.7% OA. (A) Scatterplot of all differentially expressed genes in *D. sechellia* adult female flies upon exposure to 0.7% octanoic acid (OA) in Fragments Per Kilobase of transcript per Million mapped reads (FPKM) is shown (red = significant, black = nonsignificant). (B) Volcano plot of differentially expressed genes plotting the magnitude of expression difference against significance from the statistical test performed. The horizontal line represents *q*-value = 0.05.

**Table 2:** Significantly differentially expressed *Osiris* genes upon exposure to 0.7% OA

*D. sechellia* Gene	*D. melanogaster* Ortholog	Expression in Control (FPKM)	Expression in OA (FPKM)	*q*-Value
GM10867	*Osi6*	0	3.026	0.0037
GM10870	*Osi9*	0	2.28	0.0037
GM10877	*Osi15*	0	9.91	0.0037
GM10882	*Osi18*	0	3.00	0.0037
GM10883	*Osi19*	0	5.02	0.0037
GM10884	*Osi20*	0	9.19	0.0037

FPKM, Fragments Per Kilobase of transcript per Million mapped reads; OA, octanoic acid.

### OA resistance-associated mapping data and QTL peaks

Genes involved in OA resistance may act through regulatory changes in gene expression, protein-coding sequence changes, or both. For genes with expression responses to OA exposure to contribute to OA resistance in *D. sechellia*, the response should be unique to *D. sechellia*. Because sister species *D. simulans* cannot survive exposure to the concentration of OA used in this study (Figure S1 in File S1), we can be sure that these genes are not differentially expressed in *D. simulans* in response to the same treatment and are therefore unique to *D. sechellia*.

By cross-referencing our RNA-seq data with previously published mapping data for OA resistance regions in *D. sechellia*, we were able to identify candidate OA resistance genes that may act through changes in gene expression, which will be the subject of future analyses. In Jones (1998), adult *D. sechellia* mapping data revealed at least five OA resistance factors to be present in the genome (Jones 1998). We plotted significantly differentially expressed genes by their expression level and position in the genome (Figure 3). 

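The protein-coding genes with a q-value under 0.05 lie on 25 scaffolds of the assembly, and the files do not pair scaffolds with chromosome arms. Over all differentially expressed entries, 25.1% had another one that changed in the same direction within 20000 bases. In 10000 random draws of tested genes matched on mean expression the median share was 6.39%, with 95% of draws between 2.74% and 11.4% (permutation test over genes, one-sided, p = 1e-04, the smallest these draws can give). Among protein-coding genes alone, a set chosen after the values were seen, the share was 35.1%, against 3.51% in the draws. It was 15.0% among entries above 0 FPKM in both groups, against 5.99% (permutation test over genes, one-sided, p = 0.0011). The draws kept the directions of the drawn genes. Of the called entries 77.6% fell, against 42.8% of tested genes, so called entries match in direction more often by composition alone. How much of each contrast this makes was not tested, and that of 15.0% with 5.99% is therefore uncertain. It matters least for the protein-coding genes, of which 57.0% fell. Within 20000 bases of each other, 5 groups of at least 3 protein-coding genes changed together. The largest held 4 upregulated genes on scaffold 11 from 2601984 to 2608056, and *Osi18*, *Osi19* and *Osi20* formed another.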

Previously published OA resistance mapping data revealed QTL peaks on the X chromosome (1) near recombination map *1*-0, (2) one between *1*-35 and *1*-56, at least one resistance factor, (3) on chromosome 2 (however, the effect was too weak to allow further dissection of the region), two resistance factors on chromosome 3, (4) one between *3*-46.3 and *3*-59.4, and (5) one between *3*-59.4 and *3*-68.6 (Jones 1998, 2005). 

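The genes of the paper's Table 3 on the X chromosome lie on 4 scaffolds of the assembly. *l(1)sc* (GM19063) lies on scaffold 10 from 165479 to 166299 and was listed at 0 in control and at 2.05 FPKM in OA. *CG15740* (GM13042, scaffold 36, 409585 to 412023) was listed at 0 and at 5.15 FPKM. As with the *Osiris* genes, whether the listed 0 itself let both genes be called stays open. *CG1368* (GM17654, scaffold 20, 673220 to 674027) rose from 6.80 to 26.7 FPKM, a log2 change of 1.83 that lay between 1.77 and 1.97 under other pseudocounts and scalings. *CG9672* (GM13371, scaffold 17, 422605 to 423690) fell from 49.1 to 21.2 FPKM, with p = 0.0006 and q = 0.034 in the authors' deposited table. It would not pass a q threshold of 0.01. *CG9672* and *TwdlY* lie on the same scaffold and changed in opposite directions.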

Our analysis revealed one gene (*l*(*1*)*sc*) near the *1*-0 resistance factor on the X chromosome, four genes that fall beneath the next X chromosome QTL (*CG15740*, *CG1368*, *CG9672*, and *TwdlY*), and one gene (*Osi6*) that falls within the fine-mapped resistance region on chromosome 3R, which has been previously shown to be differentially expressed between *D. sechellia* and susceptible sister species *D. simulans* in whole animals, and also significantly downregulated in a tissue-specific manner in *D. sechellia* salivary glands, both of which match resistance phenotypes in *D. melanogaster* RNAi studies (Andrade López *et al.* 2017) (Table 3). While the resistance region on chromosome 2 was too weak for further genetic mapping, our analysis revealed 30 significantly differentially expressed genes on this chromosome, with 11 genes on chromosome 2L and 19 genes on chromosome 2R.

**Figure 3:**
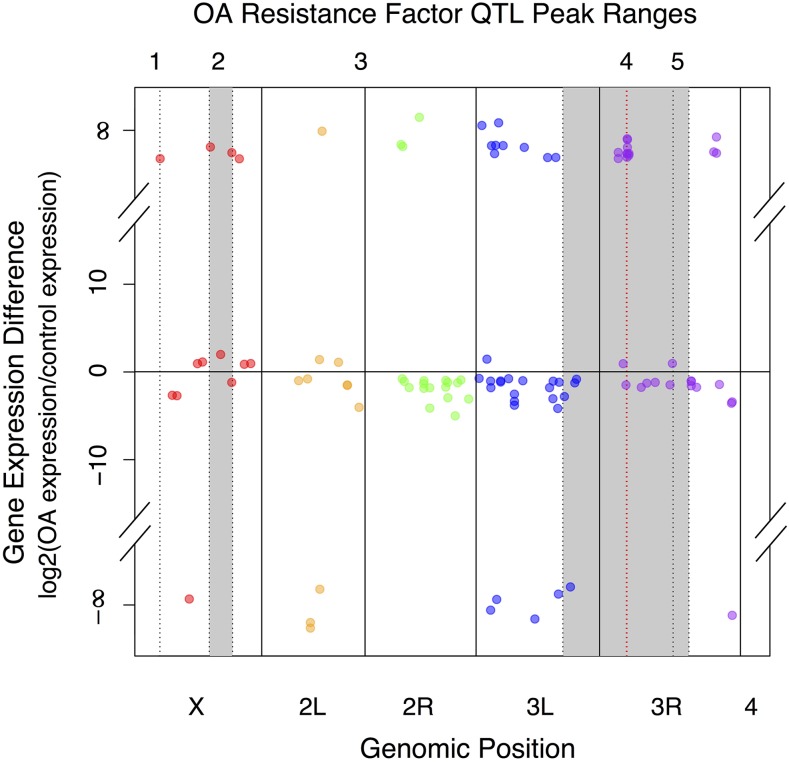
Significantly differentially expressed genes overlaid onto Quantitative Trait Locus (QTL) peak ranges for octanoic acid (OA) resistance in *D. sechellia* adults. Significantly differentially expressed genes are plotted according to chromosomal position (red = genes on the X chromosome, orange = 2L, green = 2R, blue = 3L, and purple = 3R). No significantly differentially expressed genes were found on the fourth chromosome. Shaded gray areas represent QTL peak ranges for adult *D. sechellia* OA resistance described by Jones (1998, 2005). Red dotted line represents the fine-mapped QTL region from Hungate *et al.* (2013).

**Table 3:** Significantly differentially expressed genes that fall within mapped OA resistance regions on chromosome X and 3R

*D. sechellia* Gene	*D. melanogaster* Ortholog	Expression in control (FPKM)	Expression in OA (FPKM)	OA Resistance QTL Region
GM19063	*l*(*1*)*sc*	0	2.048	X
GM13042	*CG15740*	0	5.15	X
GM17654	*CG1368*	6.80	26.66	X
GM13371	*CG9672*	49.12	21.16	X
GM13463	*TwdlY*	0	3.27	X
GM10867	*Osi6*	0	3.03	3R

FPKM, Fragments Per Kilobase of transcript per Million mapped reads; OA, octanoic acid; QTL, quantitative trait locus.

### GO term enrichment analysis

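Upregulated protein-coding genes listed at 0 in control had a median of 5.04 FPKM in OA and a lowest value of 2.02 FPKM. The upregulated genes above 0 in control had a median of 114 FPKM in control and 241 FPKM in OA, and the largest ratio among them was 3.92. The downregulated genes had a median of 184 FPKM in control and 61.2 FPKM in OA. GO annotation was not used here, and term enrichment was not recomputed.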

GO term enrichment analysis was performed on all significantly differentially expressed genes by examining term enrichment differences between upregulated and downregulated gene sets. Upregulated genes showed significant enrichment of biological processes for body morphogenesis, cuticle development, and chitin-based cuticle development (*P* ≤ 2.34 × 10^−3^ in all cases); significant molecular functions of structural constituent of cuticle, structural constituent of chitin-based cuticle, and structural molecule activity (*P* ≤ 3.41 × 10^−3^ in all cases); and significant cellular components involving the extracellular matrix (*P* ≤ 6.38 × 10^−4^ in all cases) (Figure 4). Downregulated genes showed significant enrichment of many biological processes related to immune and defense responses including the antimicrobial humoral response, response to bacteria, defense response to bacteria, and immune system process, among others (*P* ≤ 2.14 × 10^−3^ in all cases). Enriched cellular components include chorion, external encapsulating structure, and membrane-bounded organelles, among others (*P* ≤ 3.04 × 10^−2^ in all cases) (Figure 5). No significant molecular functions were enriched within the downregulated set of genes (the full list of significant GO terms can be found in Tables S3 and S4 in File S1).

**Figure 4:**
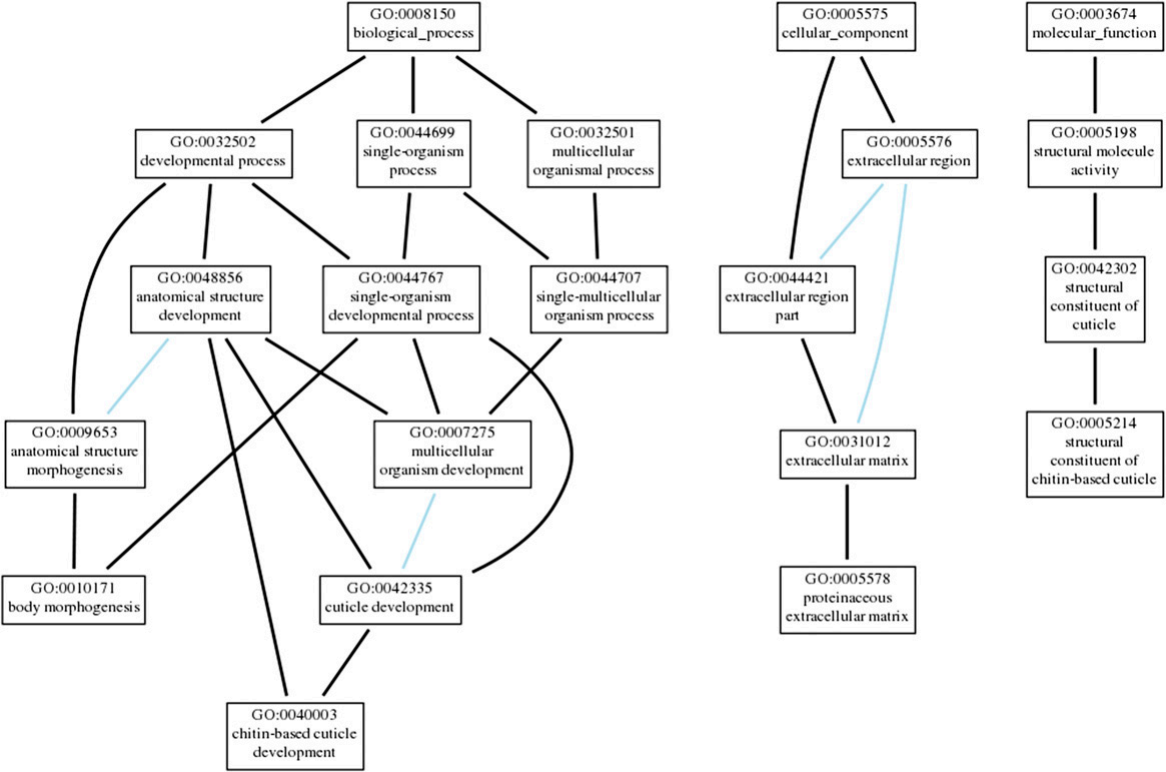
Gene ontology (GO) term enrichment for significantly upregulated genes. Visualization of GO terms associated with significantly upregulated genes in response to 0.7% octanoic acid. Each box contains the GO term identifier and description. Lines connecting GO terms represent ontology relationship (black lines indicate a regulatory relationship, and light blue lines indicate GO terms are a part of the term they connect to).

**Figure 5:**
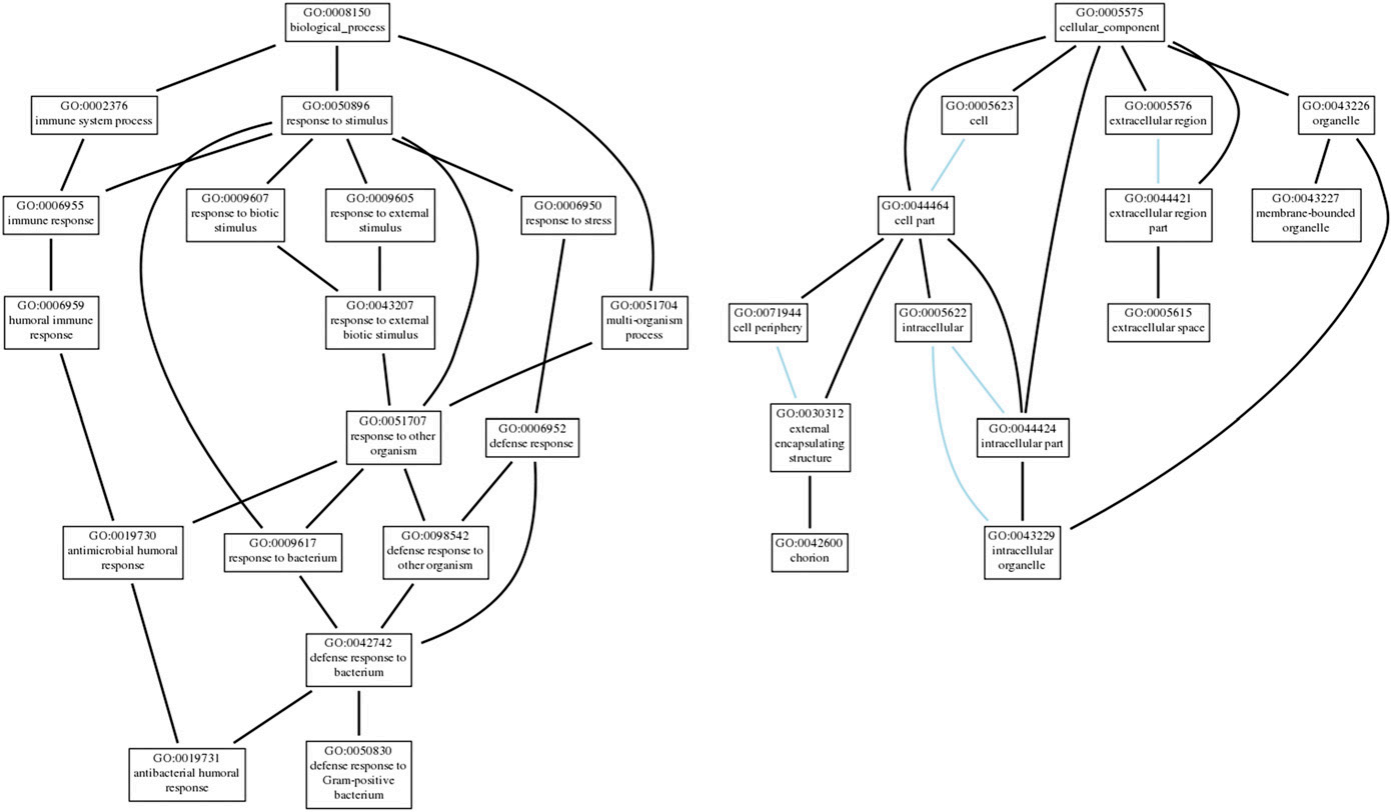
Gene ontology (GO) term enrichment for significantly downregulated genes. Visualization of GO terms associated with significantly downregulated genes in response to 0.7% octanoic acid. Each box contains the GO term identifier and description. Lines connecting GO terms represent ontology relationship (black lines indicate a regulatory relationship, and light blue lines indicate GO terms are a part of the term they connect to).

## Discussion

Ecological specialization is a complex trait, involving numerous targets of selection that affect behavioral, physiological, and morphological phenotypes (Futuyma and Moreno 1988). As such, understanding the specific genetic basis of ecological adaptations to novel hosts is needed. In this study, we show the power of transcriptomics to reveal candidate genes involved in the evolution of host plant toxin resistance. By performing differential gene expression analysis on control and OA-exposed *D. sechellia* flies, we identified 104 genes that were differentially expressed, and in this set of 104 genes there was only one gene residing within the major effect QTL for OA resistance on chromosome 3R, *Osiris 6*. 

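The paper's text gives the size of the fine-mapped window within this QTL but not its coordinates, so genes within it were not counted. On scaffold 6, the odorant binding protein genes *Obp83cd*, *Obp83ef* and *Obp83g* lie before *Osi6*, and *Obp83cd* starts at 2035455. *Obp83cd* was at 3.98 FPKM in control and 4.42 FPKM in OA, *Obp83ef* at 17.6 and 19.9 FPKM and *Obp83g* at 23.6 and 28.4 FPKM, and none of these 3 passed the threshold. The next called gene after *Osi6* is *Osi9*, which starts at 2172000.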

Prior studies have implicated *Osi6* as being involved in the derived OA resistance observed in *D. sechellia*. Andrade López *et al.* (2017) showed that global RNAi knockdown of *Osi6* in *D. melanogaster* adults led to increased OA susceptibility. Consistent with this finding, subsequent gene expression analyses revealed that *Osi6* expression was over 72 times higher in *D. sechellia* than its OA-susceptible sister species *D. simulans*. Further, a tissue-, environment-, and stage-specific downregulation of *Osi6* expression specifically in the adult salivary gland of *D. sechellia* was also discovered and RNAi knockdowns were consistent with this gene expression result (Andrade López *et al.* 2017). In addition to these findings in *D. sechellia*, a recent study focusing on an island population of *D. yakuba*, which recently evolved to specialize on *M. citrifolia*, also reported that the *Osiris* cluster may be involved, with a peak centered upstream of *Osi6* found to be among the strongest differentiation peaks in a population genomics scan between the specialist and mainland generalist populations of this species (Yassin *et al.* 2016). This study suggests that evolved plasticity of *Osi6* expression, increasing upon exposure to a high concentration of OA, may play an important role in OA resistance. This is consistent with RNAi knockdown of *Osi6* in *D. melanogaster*, suggesting the higher organism-wide expression of *Osi6* is favorable for OA resistance.

In addition to *Osi6*, we found five other genes that fall within other QTL for OA resistance. These genes include three genes without annotated function: *CG15740*, *CG1368*, and *CG9672*; a proneural gene, *l*(*1*)*sc* (*lethal of scute*), which plays an important regulatory role in both neurogenesis and dopaminergic neuron identity (Stagg *et al.* 2011); and *TweedleY* (*TwdlY*), a member of a *Drosophila* cuticle protein family that has been shown to alter body shape (Guan *et al.* 2006). These genes represent excellent candidates for further research into the molecular roles these genes play in *D. sechellia* and whether this is important for OA resistance. A recent study suggests that an evolved change in the catecholamine regulatory protein *Catsup* in *D. sechellia* combined with the presence of L-dopamine in *M. citrifolia* fruit has aided in the specialization of *D. sechellia* on its preferred host plant (Lavista-Llanos *et al.* 2014). The potential interaction between *l*(*1*)*sc* and this derived change in dopamine regulation in *D. sechellia* is possible and warrants further study. Additionally, our finding of differential *TwdlY* expression along with GO term enrichment for upregulated genes involved in cuticle development suggests a key role for a structurally-based mechanism of OA resistance acting through changes in the cuticle that could influence penetration of the insecticide.

GO term enrichment analyses revealed two main results: significantly upregulated genes are enriched for biological processes of body morphogenesis and cuticle development, and significantly downregulated genes are enriched for a response to bacteria and an antibacterial humoral response. It appears that exposure to OA results in a potentially weakened immune system and many immune genes are significantly downregulated (*e.g.*, *Def*, *edin*, *IM2*, *IM18*, and *IM23*). 

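The file names other immune genes, and those given here were chosen after their values were seen. *CecC* fell from 214 to 83.1 FPKM, with p = 0.016 and q = 0.37 in the authors' deposited table. Of the 2 *TotX2* entries, 1 fell from 36.01 to 10.5 FPKM, with q = 0.059 in the authors' deposited table, and the other from 40.8 to 11.4 FPKM, with q = 0.4. The NF-kB factor *Rel* was at 52.6 FPKM in control and 48.8 FPKM in OA. The thioester-containing genes *Tep2*, *Tep3*, *Tep4* and *Tep6* had log2 changes of -0.05, 0.18, 0.18 and 0.01, and *Rel* of -0.11. The signs of *Tep2* and *Rel* turned positive when both groups were rescaled to the same total FPKM, and that of *Tep6* turned negative when changes were centred on the median of all genes. From the lower expression of immune genes, the paper proposes that OA exposure weakens the immune system.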

While the mechanism of OA toxicity is still unknown, the results of this study suggest that increased bacterial pathogenicity due to decreased immune function may contribute to lethality upon OA exposure in the wild, in addition to any direct effect of OA toxicity. A recent study showed that *D. sechellia* is unable to mount an immune response against parasitoids as lamellocyte-mediated encapsulation has been lost in this species (Salazar-Jaramillo *et al.* 2017). This apparently relaxed selection pressure on *D. sechellia* to maintain an immune response against parasitoids and microbes suggests that this case of host specialization allows for enemy-free space, a key selection pressure often involved in insect–host plant specificity (Jeffries and Lawton 1984). However, the ecological forces that contributed to host specialization in *D. sechellia* are still unknown. Further ecological, evolutionary, and genetic research is needed to determine if specialization was driven by interspecific competition, predation by parasitoids, another selective force, or some combination of these factors.

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.117.300297/-/DC1.

Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

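Gene expression was measured by RNA-seq of poly(A) RNA in 3 control libraries and 3 libraries of flies exposed to 0.7% OA for 24 hr, each from 10 adult females. The libraries were assigned to groups by the sample labels and the paper's Table 1, which name the same replicates. The authors aligned the reads with Bowtie2 to the Ensembl assembly of *D. sechellia* and ran Cuffdiff in Galaxy with annotation release 34, geometric normalization, length correction and bias correction.

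The FPKM values the authors deposited are fragments scaled to the length of the transcript and to the mapped reads, after Cuffdiff's normalization, 1 value per gene and group. The authors also deposited the log2 fold change of each gene without a pseudocount, Cuffdiff's test statistic (a score), its p-value and its Benjamini-Hochberg q-value. The table holds 17275 genes, of which 11753 were tested. In 2652 genes both groups were listed at 0, in 743 only control and in 406 only OA. Values per library were not used here, so no SD, no fit that leaves out a library, no block by replicate and no regrouping of libraries could be computed. Depth per gene is unknown, because bias-corrected FPKM values are not whole numbers of reads; the paper's Table 1 gives 17123579 to 19440620 mapped reads per control library and 16851323 to 24940753 per OA library. A small difference at low FPKM is therefore described only as listed by the authors.

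From the deposited p-values of tested genes, q-values were computed again by the Benjamini-Hochberg method and differed from the authors' q-values by at most 5.2e-07. Genes with q under 0.05 were counted by direction, and the split was tested by a two-sided exact binomial test. Changes were computed as log2 of OA FPKM + 1 over control FPKM + 1. Shares of genes have Wilson 95% intervals, which treat genes as independent. Entries were sorted into protein-coding genes, histones and structural RNAs by the names the file gives. Neighbouring genes were counted within 20000 bases and compared with 10000 random draws matched on mean expression, each from the 200 tested genes nearest in mean log2 FPKM. The draws were not matched on direction. The median change of a gene list was set against 10000 random lists matched in the same way, as a description without a p-value. The 10 lists were the *Osiris* genes and the QTL genes the paper names, the *Osiris* family, the *Tweedle* family, chorion and vitelline membrane, antimicrobial peptides and Bomanins, yolk proteins, early zygotic patterning, larval and pupal cuticle, and housekeeping. Start positions in the file are counted from 0: among 3381 GM genes under 1000 bases, 62.0% of spans were whole codons when counted so and 18.9% otherwise. Positions are printed counted from 1.

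The genes named were to be those the paper names and the 5 largest rises and falls. The name table used here, made for another assembly, matched 0 of 17275 gene identifiers and the files do not pair GM numbers with names, so at most 2 unpaired identifiers are printed for each direction. Genes that the paper's tables pair with a GM number are named from those tables, and others by the name in the file. Chromosome arms and GO terms were not used here. The gene lists, the comparisons and the alternatives to the threshold, the adjustment, the filter, the pseudocount, the scaling and the neighbour distance were fixed before the data were examined, and the added ones are named where they are given.

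The steps were tested on simulated data. For the q-value step, 200 changed genes among 11753 were given p-values below the lowest deposited p, and the others independent uniform p-values. The step recovered 100% of the changed genes, with 5.21% false calls. This checks the arithmetic only, because recovery was fixed by the setting and the deposited p-values are tied and not independent. Of 200 unchanged lists, 4.5% lay above percentile 95, and of 60 random call sets, 5% had a neighbour p under 0.05. These call sets kept the directions of the tested genes, so they could not show an effect of a skewed direction. Python 3.11.15 was used with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.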

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

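The tests of this part were chosen after the results were seen.

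The 18S rRNA entries, which the paper lists among the genes lost in the ortholog conversion and does not analyse further, had a median log2 change of -3.26 in libraries made from poly(A) RNA. Together with the RF entries they took 9.14% of the total FPKM in control and 0.947% in OA. One scaling factor for all genes is argued against, because the median change of protein-coding genes was 0.063. A loss of short RNAs is argued against for 18S rRNA, whose entries span 1927 to 1997 bases, because 1599 protein-coding genes of 1542 to 2496 bases had a median change of 0.046. A common drop of all RNA without a poly(A) tail is not settled by the histone entries. Their median change was -0.29, 67.0% of them fell and their sum went from 3413 to 2410 FPKM. In libraries made from poly(A) RNA, how many of their reads came from RNA without a tail is unknown. The tRNA and miRNA entries, higher in sum in OA, have too few genes tested to decide it. Unequal carry-over of rRNA at poly(A) selection and an effect of the OA exposure cannot be told apart, because each would lower these entries in the OA group alone and values per library were not used here. The snRNA entries, with a median of -2.33, leave both open.

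Protein-coding genes that rose in OA but were not called form a set that the paper does not discuss. Of 55 tested genes listed at 0 in control, with OA values from 2.02 to 53.7 FPKM, 36 were called. This range is that of the called genes themselves, so counts without it are also given. In the same OA range, 215 genes above 0 in control rose by at least 2-fold and 3 of them, or 1.40%, were called, which leaves 212. Without the range, the genes listed at 0 in control were also 55 with 36 called, and 7 of 275 genes above 0 in control, or 2.55%, were called. The fold bound was varied after the values were seen, and every bound tried is given. At 1.5-fold 4 of 591 were called, at 3-fold 1 of 105, at 4-fold 0 of 75 and at 8-fold 0 of 38, of which 16 and 5 had an unadjusted p under 0.05 in the authors' deposited table. Of 36 genes between 0 and 0.5 FPKM in control and at least 2 FPKM in OA, 0 were called and 6 had an unadjusted p under 0.05. GM10738, chosen after its values were seen, went from 0.095 to 21.1 FPKM with p = 0.18 in the authors' deposited table. In the other direction, 9 of 18 genes listed at 0 in OA were called, against 9 of 211 that fell by at least 2-fold and stayed above 0. For such falls at 1.5-fold 9 of 462 were called, at 3-fold 4 of 117, at 4-fold 4 of 76 and at 8-fold 3 of 30, or 10%. Without the range, 10 of 20 genes listed at 0 in OA were called. Of the genes that fell by at least 2-fold, 47 of 280, or 16.8%, were called, so the contrast was smaller in that direction.

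Whether a listed 0 in control is itself what lets a low gene be called stays open, because the share of 1.40% is the observation that raised the question and no separate test was run. Higher OA levels of the genes listed at 0 are argued against, since 2.52% of the genes above 0 in control that rose by at least 2-fold to between 5.04 and 53.7 FPKM were called. Without the upper bound it was 3.82% of 157 genes, against 62.1% of 29 genes listed at 0. Deeper OA libraries are argued against as the reason for more genes at 0 in control: 88 protein-coding genes at 2 FPKM or more in OA were listed at 0 in control and 39 the reverse, while by the paper's Table 1 mapped reads differed by a ratio of 1.09. Spread between the OA libraries stays open. Of the 215 genes, 61 had an unadjusted p under 0.05, against 53 of the 55 genes listed at 0 in control. In the other direction these were 51 of 211 and 17 of 18. Without values per library, a larger spread in the rest of the 215 cannot be told apart from an effect of the 0 itself. An induction by OA stays open for either set and was not tested.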

How the results depend on the processing

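No paired analysis was possible because the table holds 1 value per group and not per library; for the same reason the fits without each replicate and the regrouping of libraries were not run. Counts per chromosome arm were not run because the files do not pair scaffolds with arms.

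The 219 entries past q 0.05 became 131 when overlapping entries and repeated names were counted once, and 107 with symbols starting GM. Of the settings added after seeing the data, counting each gene name once gave 131 and all protein-coding entries gave 114. The downregulated count of 170 became 82, 58, 82 and 65 under those settings, by their construction. The upregulated count of 49 became 10 when the adjustment covered only genes above 0 in both groups, which removes the genes listed at 0 in control. It became 9 with p-values taken from the normal distribution of the deposited test statistic, a setting added after seeing the data that covers only genes above 0 in both groups. It gave 151 entries, 112 of them shared with the 219, and the protein-coding entries went from 114 to 30, of which 5 were higher and 25 lower in OA. The other settings of the threshold, the adjustment and the filters left each count within 1.5 times of its main value.

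The share of entries that fell was 77.6%. It was 54.2% with symbols starting GM (exact binomial test, p = 0.439) and 57.0% over all protein-coding entries (p = 0.16), where it was no longer past 0.05. For symbols starting GM, the share was 83.1% with genes above 0 in both groups. This follows from the setting, which removes the genes listed at 0 in control and so most of those that rose, and its p is no evidence on direction. For the same symbols, 54.2% lay above the 42.8% of tested genes that fell (exact binomial test, p = 0.019). Under the other settings run for them, the exact binomial p lay between 0.32 and 0.44. The cause of the other differences was not tested. In the *Osiris* interval, 10 genes were listed at 0 in control and above 0 in OA, against 6 called. The share with a neighbour stayed above that of the random draws at each distance and in each set that was run, from 15.0% to 35.1%. The draws were not matched on direction, so part of this can come from the larger share of called entries that fell.

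Rescaling both groups to the same total FPKM moved every log2 change up by up to 0.15. The total went from 2.187e+06 in control to 1.974e+06 in OA, and the protein-coding sum only from 1.899e+06 to 1.878e+06. Most of the shift thus comes from other entries, the structural RNAs among them. The rescaling reversed the small changes of *TotB*, *Tep2* and *Rel*, to 0.045, 0.098 and 0.037, and centring on the median change reversed that of *Tep6*, to -0.041. The early zygotic list went from -0.01 to 0.029 when rescaled and to 0.0925 with genes at a mean FPKM of at least 1. In scalings added after seeing the data, the median change of genes of up to 500 and of 501 to 1000 bases went from -0.06 and -0.02 to 0.089 and 0.13 when rescaled, and that of 1001 to 2000 bases from 0.02 to -0.038 when centred; changes near 0 cross it under a common shift. Across 22 single genes, 59 of the values under alternatives stayed within 0.1 on the log2 scale and 25 moved further without a change of sign; with no replicate values, 0.1 was set as the bound. The change of a gene listed at 0 in one group is set by the pseudocount, and none is given for a single gene. The medians of the *Osiris* and QTL lists, most of whose genes are listed at 0 in control, went from 2.30 and 1.92 to 5.32 and 4.70 with a pseudocount of 0.1 and to 8.61 and 7.97 with 0.01.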

Differences from the paper's values

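The paper gives 64 downregulated genes, and 170 entries were downregulated here. Counting overlapping entries and repeated names once (82) and symbols starting GM (58) came within 1.5 times; the other alternatives set before the data were examined, from 125 to 170, did not. All protein-coding entries, chosen after seeing the values, gave 65. The paper's number is over genes with an annotated ortholog in *D. melanogaster*, a conversion not repeated here.

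For the direction split the paper gives a binomial *P* of 0.024, and the exact binomial p over all entries was 7.79e-17. Over all entries, none of the alternatives set before the data were examined came within 1.5 times of the paper's value: overlapping entries and repeated names counted once gave 0.00498, symbols starting GM gave 0.439, and the others were 1.98e-13 or smaller. The paper's own counts, 40 up and 64 down, give 0.024 against an even split (exact binomial test), so its value comes from its gene set. Within symbols starting GM, the exact binomial p was 0.439. Testing these symbols against the share of tested genes that fell, in place of an even split, gave 0.019. That is not the null behind the paper's value and does not account for it, although 0.019 is within 1.5 times of it. The other alternatives set before the data were examined for these symbols were not: genes above 0 in both groups gave 2.71e-07, and the rest gave 0.32 to 0.44. The paper states that significantly more genes were down than up among differentially expressed genes with an annotated ortholog in *D. melanogaster*, a set not rebuilt here; with symbols starting GM, 58 of 107 fell, and over all protein-coding entries, a setting chosen after seeing the values, 65 of 114 fell with p = 0.16. The paper's total of unique differentially expressed genes, which it writes out in words, is smaller than the 219 entries past the threshold here. Among the settings run it lies nearest to the 131 with overlapping entries and repeated names counted once, set before the data were examined. Counting each name once, chosen after seeing the values, also gave 131. The structural RNA names called match in number those the paper lists as lost: 6 18S rRNA, 5 snRNA, 4 snoRNA and the RF names. The 2 *TotA1* entries share a name among the 113 protein-coding names, and counting them apart brings the total to the paper's.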

Other observations

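The test of this part was run on a trend seen before it was written down. The log2 change increased with gene span. Among tested protein-coding genes with a span of their own and a mean FPKM of at least 10, the median log2 change was -0.06 for 1073 genes of up to 500 bases, -0.02 for 1626 of 501 to 1000, 0.02 for 2360 of 1001 to 2000, 0.10 for 2054 of 2001 to 5000 and 0.20 for 1035 longer ones. The share of genes that fell went from 55.8% to 17.9%. Rescaling to the same total FPKM and centring on the median change shift all genes nearly alike, so neither could test the order of these medians. Their signs depend on the scaling: rescaled, the medians were 0.089 for the shortest and 0.34 for the longest genes. The span includes introns. The 55 downregulated protein-coding genes above 0 in OA had a median span of 788 bases, against 1543 for tested protein-coding genes. This trend as the whole cause of those calls is argued against by its size. For the 53 with a span of their own and a mean FPKM of at least 10, the median change was -1.35, while the medians by span lay between -0.06 and 0.20. Subtracting the median of genes of like span gave -1.37, and medians this small could hardly have moved it. Whether what makes the trend adds to those calls cannot be told from this. What makes the trend itself, a difference in RNA quality, in library preparation or in the flies, was not tested.

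Few members of the gene lists could be matched by name. The 6 *Osiris* genes of the paper's Table 2 (also the only 6 of 24 in the *Osiris* family list with a value) and the 6 genes of Table 3 lay at percentile 100 of matched random lists, with median log2 changes of 2.30 and 1.92; the paper picked them from these libraries, so this is no independent evidence, nor is the count adjusted over the list alone, which was 6 for each, as over all genes tested. *Osi6* is in both lists, *TwdlY* is also in the *Tweedle* list and *l(1)sc* in the early zygotic list. For antimicrobial peptides, 3 of 25 were matched, with a median of -3.43 at percentile 0.5; adjusted over the list alone 3 passed q 0.05, and over all genes tested 2 did. For early zygotic patterning, 7 of 29 were matched, with a median of -0.01 at percentile 31.98. Of these, 5 were tested and 1, *l(1)sc*, passed q 0.05, both adjusted over the list alone and over all genes tested; it was also the only 1 with an unadjusted p under 0.05. Of the 6 others, 4 were lower in OA, among them *kni* (5.45 to 3.29 FPKM), *hh* (4.36 to 3.53 FPKM) and *ftz* (0.669 FPKM to a listed 0), and *en* by less than the shift from rescaling. The other 2, *hb* (23.8 to 28.7 FPKM) and *sog* (6.41 to 6.91 FPKM), were higher. Only 1 member was matched for the *Tweedle* list (*TwdlY*), the chorion and vitelline membrane list (*Vm32E*, -0.45) and the yolk protein list (*Yp2*, 0.44), of which *TwdlY* alone passed q 0.05 either way, and 0 of 20 and 0 of 12 for the larval cuticle and housekeeping lists.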
